A study of Mus musculus with 9 samples. Its data were reported in "Inhibition of serotonin-Htr2b signaling in skeletal muscle mitigates obesity-induced insulin resistance" (2025).

How the data were processed

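Whole quadriceps muscle of 9 mice was sequenced: 4 wild type (WT) mice and 5 mice in which *Tph1* was deleted in skeletal muscle (KO). *Tph1* encodes tryptophan hydroxylase, the rate-limiting enzyme of serotonin synthesis outside the brain. All mice were 8 weeks old at the start and were fed a high-fat diet, labelled 60 HFD, for 12 weeks. Per the labels, total RNA was taken up in TRIzol, libraries were made with the TruSeq Stranded mRNA kit, and kallisto assigned the reads to transcripts, with GRCm39 named as the genome build. The kallisto version, the annotation release, the index and the strand setting were not stated. The labels place Cre under a myosin light chain promoter, whereas the study's methods name a skeletal actin Cre line, and the labels alone do not settle which was used.

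The deposited values were estimated counts (expected counts) per Ensembl transcript, not scaled between libraries, with 1 column per mouse, and 40.7% of the cells were not whole numbers. Of 118489 transcripts, 116816 (98.6%) were matched by identifier to a gene of the GENCODE M21 annotation, which is built on GRCm38. That annotation was used only for the gene of each transcript, the chromosome, the neighbouring genes, the promoter of each *Myl1* isoform, GC content and transcript length, and no coordinates from it are reported. The 1673 transcripts without a match held 0.586% to 0.669% of each library's counts and were left out of the gene sums. Transcript counts were summed to 36047 genes and rounded. Effective transcript lengths were not used, so a shift between long and short isoforms could enter a gene's count. Kallisto shares reads between near-identical genes by estimation, so the levels of gene families with close copies, such as the globins and metallothioneins, are less certain than their counting error. Overlapping and antisense genes are likewise uncertain, because the strand setting was not stated. Another 46 symbols were each shared by 2 or more gene identifiers and were kept apart by identifier.

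Genes were tested in R 4.3.3 with the quasi-likelihood F-test of edgeR 4.0.16, after its default filter on low counts and TMM scaling, with genotype as the only term. Benjamini-Hochberg adjustment ran over all 13253 genes tested, and a gene was called at an adjusted p under 0.05. Every adjusted p of a gene comes from this test unless another tool is named, and every test was two-sided. Standard errors (SE) were the absolute log2 fold change divided by the square root of F. Fold changes are KO minus WT on the log2 scale, and abundances (CPM, counts scaled to library size) are given as mean ± SD. Intervals and errors cover counting error and the spread between mice, and PCR copies were not removed by molecular identifiers.

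The study's own analysis compared the same groups with DESeq2. The samples and groups were those of the labels, and no label gave a sex, cage, collection time or sequencing batch. Mouse numbers in the sample titles were checked for pairing. Residual log-CPM values of same-numbered WT and KO mice had correlations across genes of -0.0779 to 0.104, and 1 of 4 WT mice matched its own number best, so the mice were not treated as pairs. No pair of libraries was a duplicate: the lowest chi-square per gene between any 2 libraries was 9.48.

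The 43 gene lists of pathways, fibre types, cell type markers and quality checks were written from textbook knowledge. The lists, the main test, the naming rule and most alternative settings were fixed before the data were examined, but after the study had been read, figures included. The 38 lists with at least 5 tested members, quality lists aside, were tested with camera (limma 3.58.1) on log-CPM values with a prior count of 2 and a preset correlation of 0.01, adjusted over the 38 lists. Camera compares a list with all other genes. The same lists were run with an estimated correlation, with fry, which asks whether a list's genes moved one way, and with an exact permutation test of the mean z-score per mouse over the 126 ways of choosing 4 of 9 mice. The smallest p that permutation can give is 0.0079. Beside each count over all genes stands the count adjusted over the list alone. Lists share members, so their counts do not add up.

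Genes were named by a rule: *Tph1* and the genes named in the study's text, the 10 largest increases and 10 largest decreases among called genes with a mean count of at least 20 and no overlap between genotypes, the 5 smallest p in each direction, up to 4 members with the smallest p in each list, *Htr2b* and up to 3 receptors with the highest counts, and any sex-linked or *Tph1*-locus gene that passed. Not every gene the rule picks is given here. Genes outside the rule are said to have been chosen after their values were seen.

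Gene results were recomputed with DESeq2 1.42.0, limma voom, other scalings (RLE, upper-quartile, library size alone), no filter or a mean of at least 50 counts, a robust fit, a block for mouse number, unrounded counts, an absolute log2 change over 1, and without each mouse in turn. The block kept only the mouse numbers found in both genotypes, so every result with it leaves out KO5. After the data were seen, a correction for GC content and transcript length, a run without genes of the mitochondrial genome and a test of transcripts in place of genes were added. For lists, the direction compared between settings is the sign of the median log2 change. That definition was settled after the alternatives had been run. The list tests were recomputed with the other scalings, the other filters, the block, without each mouse, without mitochondrial genes and with a prior count of 0.5, but not with DESeq2, voom, the robust fit, unrounded counts or the GC and length correction. The GC and length correction covered 13247 of the tested genes.

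The procedure was tested on simulated counts for the same comparison, with 200 changed genes among 13143 tested by edgeR. It recovered 70.1% of 1.5-fold changes, 100% of 2-fold changes and 100% of 4-fold changes, and 5.26% of its calls were false. With 2 lists shifted in simulation, camera found 2. The simulated genes were drawn independently, with no correlation within lists, so this does not test the preset correlation. None of the changed genes was drawn from the least abundant genes, and the spread between mice followed the trend over abundance, not each gene's own value. Recovery was therefore not tested for genes of low abundance or unusually wide spread. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.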

Results

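RNA was sequenced from whole quadriceps of 4 WT mice (WT1 to WT4) and 5 KO mice with *Tph1* deleted in skeletal muscle (KO1 to KO5), all on a high-fat diet for 12 weeks. The question was how deletion of *Tph1* in muscle alters the muscle transcriptome under this diet. The study states that serotonin in muscle tissue could not be measured. The estimated count per library ran from 18582793 (WT2) to 24266077 (WT3) in WT mice and from 19974370 (KO3) to 25349423 (KO2) in KO mice. Genes of the mitochondrial genome took 29.2% ± 2.28 of the counts in WT mice (SD, n = 4) and 27.6% ± 1.62 in KO mice (SD, n = 5). The first principal component, with 29.2% of the variance, placed WT mice at -23.6 to -11.0 and KO mice at 2.82 to 24.2. On the second, with 15.1% of the variance, WT1 lay farthest out, at 26.6.

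*Tph1* RNA was lower in every KO mouse than in any WT mouse. Estimated counts were 62, 28, 30 and 33 in WT1 to WT4 and 15, 22, 7, 18 and 12 in KO1 to KO5. *Tph1* (ENSMUSG00000040046, chromosome 7) stood at 1.80 ± 0.727 CPM in WT mice (SD, n = 4) and 0.656 ± 0.218 CPM in KO mice (SD, n = 5). Its RNA fell to 0.371 of the WT level, a log2 change of -1.43 (SE 0.31), with an adjusted p of 0.0185 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The counts cover whole transcripts, with the exons outside the floxed exons 4 and 5, and whole tissue, with cells other than muscle fibres, so they give no measure of how complete the deletion was. Of the 6 tested genes of serotonin synthesis, transport and breakdown, *Tph1* and *Tgm2* fell, and the same number, 2, passed when adjusted over the list alone. *Tgm2*, a transglutaminase that can couple serotonin to proteins, changed by -0.32 (SE 0.07, adjusted p = 0.0240), a call that ended without WT2, WT3, WT4, KO1, KO3 or KO4 (adjusted p from 0.0513 to 0.0979). The list did not pass as a group, with a camera adjusted p of 0.0821 (adjusted p = 0.370 with an estimated correlation), but did so without WT1 (0.0347) or WT2 (0.0254), with no filter on low counts (median -0.49, 0.0114) and with fry (0.0451). It holds *Tph1*, the gene deleted by design, and was not run without that gene, so part of its fall is fixed by the design. *Tph2*, the neuronal form of the enzyme, had a log2 difference of -0.67 (SE 0.43, adjusted p = 0.462). Among 14 serotonin receptors only *Htr7* had enough counts to test, at 4 to 17 per mouse, with a difference of -0.01 (SE 0.39, adjusted p = 0.992) whose sign changed without WT1 (0.28) or KO2 (0.23) and with 3 other settings. *Htr2b*, the receptor followed in the study, had estimated counts of 4 to 7 in WT mice and 4 to 9.52 in KO mice, and no difference was detectable at this depth.

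**Figure D1:**
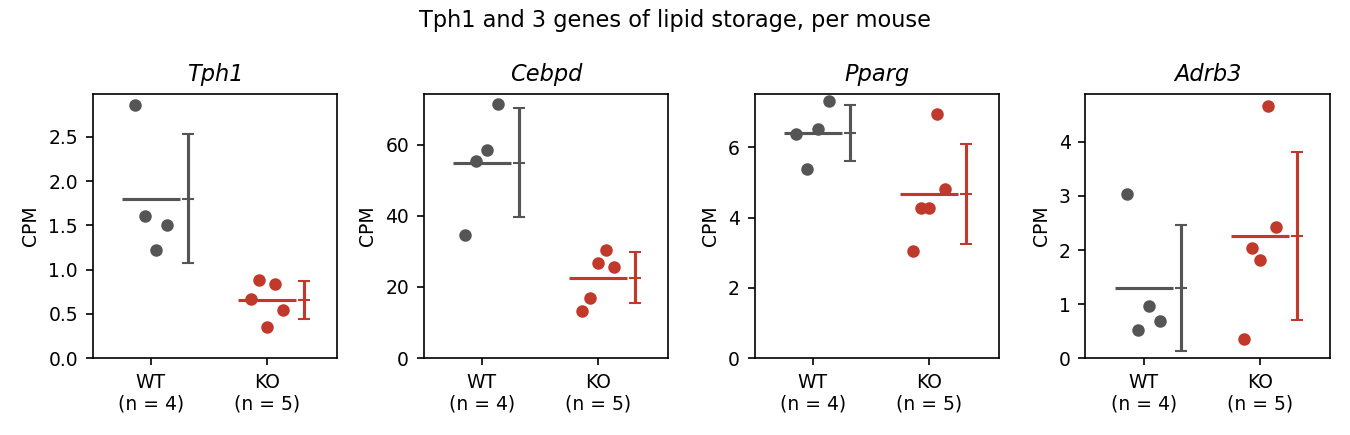
Abundance (CPM) of *Tph1*, *Cebpd*, *Pparg* and *Adrb3* in each mouse (points), with the mean (horizontal line) and SD (error bar) of 4 WT and 5 KO mice. *Tph1* averaged 1.80 CPM in WT and 0.656 CPM in KO mice, and *Cebpd* 55.0 and 22.6 CPM, while KO and WT mice overlapped for *Pparg* and *Adrb3*.

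Far more genes fell than rose in KO quadriceps, and the largest decreases included feedback regulators of cytokine signalling, chemokines, metallothioneins and a hyaluronan synthase. The negative feedback regulators of JAK-STAT signalling *Socs1*, *Socs3* and *Cish* fell by 4.04, 3.20 and 2.98 on the log2 scale. The metallothioneins *Mt2* and *Mt1* changed by -2.89 and -2.22, and the monocyte-attracting chemokines *Ccl7* and *Ccl2* by -2.40 and -2.36. *Has1*, a hyaluronan synthase, changed by -2.68, *Thbs1*, a matrix protein that activates latent TGF-beta, by -2.44, and *Slc15a2*, a peptide transporter, by -2.33. *Socs3* stood at 26.7 ± 21.2 CPM in WT mice (SD, n = 4) and 2.92 ± 0.810 CPM in KO mice (SD, n = 5), and *Cish* at 59.5 ± 9.82 and 7.56 ± 5.85 CPM. Without WT4 the change of *Socs3* was -2.47, and it kept its call. The smallest p among lower genes belonged to *Gfpt2* (-1.61, SE 0.13, adjusted p = 0.000220), a rate-limiting enzyme of the hexosamine pathway. *Cep170*, *Ugdh*, *Thbs1* and *Cdkn1a* followed, at -0.77, -1.35, -2.44 and -1.36. *Ugdh* makes the glucuronate precursor of hyaluronan, and *Cdkn1a* encodes a cell cycle inhibitor. The 10 largest decreases were picked among genes with no overlap between genotypes, so their separation follows from the rule. *Gfpt2*, *Cep170*, *Ugdh* and *Cdkn1a*, picked by p alone, also lay lower in all 5 KO mice than in all 4 WT mice. Of these lower genes, *Slc15a2* (-2.93 without KO3) lost its call without WT2 (adjusted p = 0.0504) or WT4 (0.0742), with DESeq2 (0.0633) and in a robust fit (0.0975).

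The genes that were higher in KO muscle moved less. Among those with no overlap between genotypes, the largest increases were in *Col26a1* (1.44, SE 0.28, adjusted p = 0.0118), a collagen chain, *Akap5* (1.37), an anchor of protein kinase A, and *Aplnr* (1.15), the apelin receptor. *Fgfr4*, a growth factor receptor of muscle progenitors, rose by 1.07, the zinc finger gene *Zfp39* by 1.02, the adenosine receptor *Adora1* by 1.02, and *Dusp10*, a phosphatase of stress-activated kinases, by 1.01. *Dmrt2*, *St8sia4* and *C1qtnf2* rose by 0.91, 0.91 and 0.88. The smallest p belonged to *Chpf2* (0.60, SE 0.09, adjusted p = 0.00378), which acts in chondroitin synthesis, the Wnt receptor *Fzd7* (0.64), *Gypc* (0.55), *Pik3c2b* (0.43) and *Cers1* (0.46), a ceramide synthase. *Fzd7* stood at 29.0 ± 2.60 CPM in WT mice (SD, n = 4) and 45.1 ± 6.04 CPM in KO mice (SD, n = 5). Of the 10 largest increases, *Col26a1* and *Zfp39* kept their calls without any 1 mouse. Without WT4, the adjusted p was 0.120 for *Aplnr*, 0.0666 for *Fgfr4*, 0.0880 for *Adora1*, 0.0714 for *Dusp10*, 0.0754 for *Dmrt2*, 0.120 for *St8sia4* and 0.118 for *C1qtnf2*. The call of *Akap5* ended without WT1, WT2 or WT3 (0.0557 to 0.0765), and that of *Dusp10* in a robust fit (0.0762). Calls also ended without WT1 (*Aplnr*, 0.0634), WT2 (all but *Dusp10*, up to 0.0957), WT3 (*Dusp10*, *St8sia4*, *C1qtnf2*, up to 0.0763), KO1 (*Aplnr*, *Dmrt2*, *St8sia4*, *C1qtnf2*, up to 0.0777), KO2 (*St8sia4*, 0.0587), KO3 (*Dmrt2*, *St8sia4*, up to 0.0548) and KO4 (all but *Fgfr4*, *Dusp10* and *Akap5*, up to 0.0702).

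In total, 668 of 13253 tested genes changed by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 112 higher and 556 lower, so that 83.2% of them were lower. With an absolute log2 change over 1 as well, 137 remained, 13 higher and 124 lower. The median change of all genes was 0.012, and the common biological coefficient of variation was 0.116. KO and WT mice did not overlap for 1115 genes, 8.41% of those tested, against the 1.59% that chance gives, and 590 of the changed genes were among them. After a correction for GC content and transcript length, 705 genes passed, 197 higher and 508 lower. The count moved by over 1.5 times without WT2 (395), WT3 (385), WT4 (328) or KO3 (413), and 0 of the 668 genes changed direction in any gene-level setting that gave it a value.

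**Figure D2:**
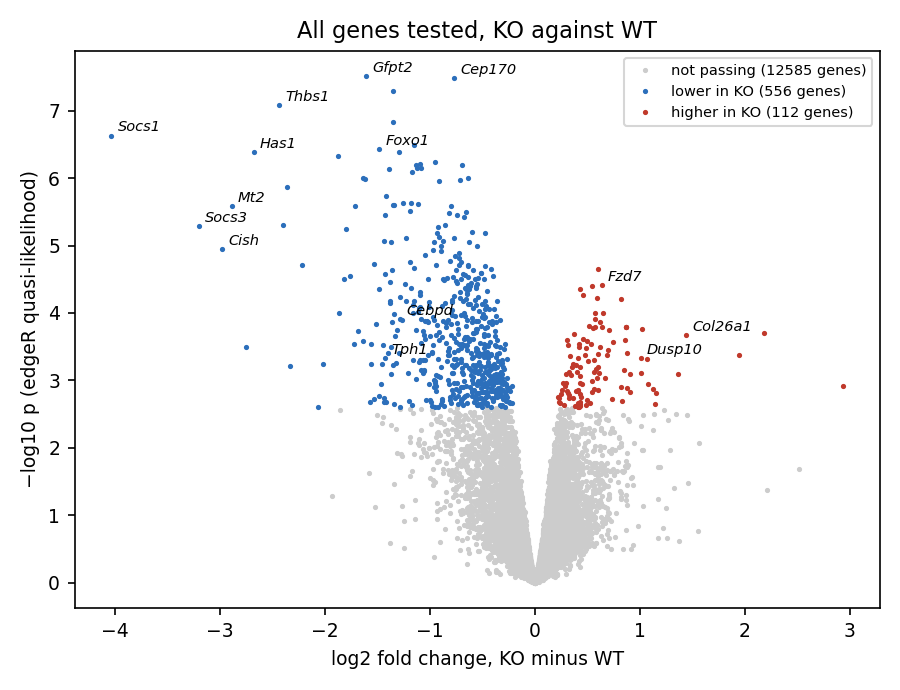
Log2 fold change, KO minus WT, against the -log10 p of the edgeR quasi-likelihood test for 13253 genes (points). The 556 lower genes (blue) reach -4.04 for *Socs1*, and the 112 higher genes (red) include *Col26a1* at 1.44.

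**Figure D3:**
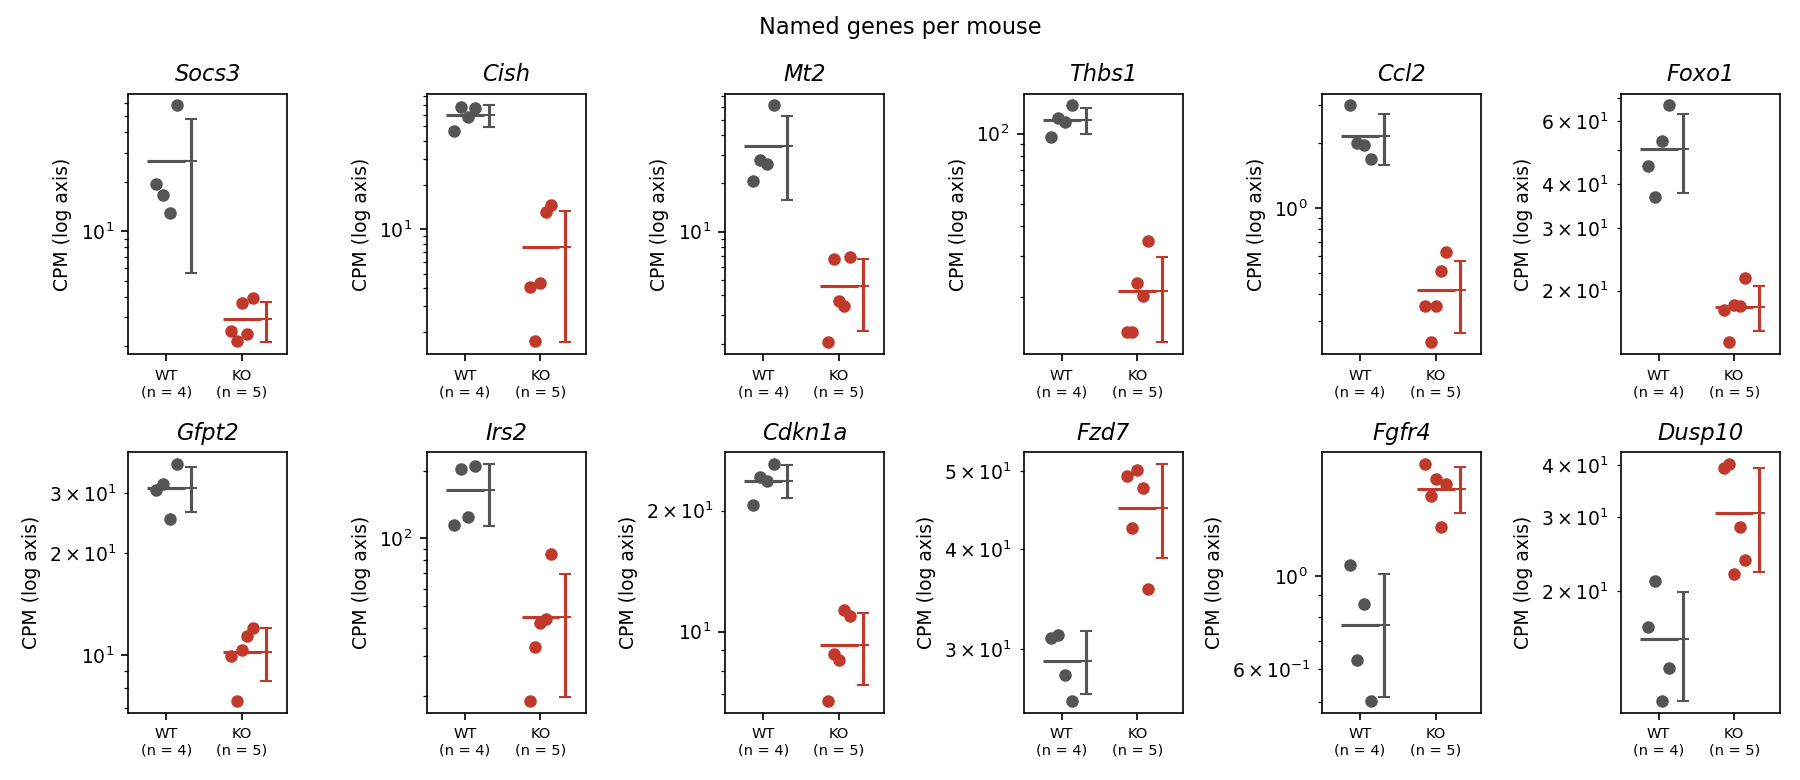
Abundance (CPM, log axis) of 12 named genes in each mouse (points), with the mean (horizontal line) and SD (error bar) of 4 WT and 5 KO mice. *Socs3* averaged 26.7 CPM in WT and 2.92 CPM in KO mice, whereas *Fzd7* averaged 29.0 and 45.1 CPM.

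Some genes of cytokine signalling and inflammation fell, although most members of these lists did not pass. Over all tested genes 5.04% changed, and the counts of the lists here and below stand against that share. The inflammatory and the IL-6 and JAK-STAT lists exceeded it, and the interferon list did not. Of 29 tested genes of the inflammatory response, 12 fell and 17 did not pass (19 lower when adjusted over the list alone), among them *Ccl2* and *Ccl7*, the adhesion molecule *Icam1* (-1.35) and the hyaluronan-binding *Tnfaip6* (-1.38). The list had a median of -0.54 and a camera adjusted p of 1.27e-11, and it alone of the 38 lists also passed with an estimated correlation (adjusted p = 0.00311). Of 29 genes of the IL-6 and JAK-STAT response, 13 fell and 16 did not pass (20 lower when adjusted over the list alone), with *Socs1* and *Socs3*, the interleukin-4 receptor chain *Il4ra* (-1.10) and the oncostatin M receptor *Osmr* (-0.69). Its median was -0.39, with a camera adjusted p of 1.27e-11, and adjusted p = 0.148 with an estimated correlation. Of 25 interferon-stimulated genes, 1 fell, the transcription factor *Irf9* (-0.40, adjusted p = 0.0288), and 24 did not pass (1 higher and 2 lower when adjusted over the list alone). The call of *Irf9* ended without any 1 mouse other than KO2 (0.0517 to 0.0772). The interferon list did not pass, with a median of 0.11 and a camera adjusted p of 0.858 (adjusted p = 0.991 with an estimated correlation). The study examined inflammatory, TGF-beta, apoptosis and oxidative phosphorylation gene sets in these libraries. Its supplement also names a JAK-STAT term and fatty acid transport terms among its top enriched terms. The directions of the lists here that overlap these sets, the IL-6 and JAK-STAT list included, are therefore not independent evidence.

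Some genes induced by glucocorticoids, growth factor stimulation and protein stress fell as well, although most members of these lists did not pass. Of 25 glucocorticoid-induced genes, 9 fell, 1 rose and 15 did not pass (15 lower and 1 higher when adjusted over the list alone), with *Fkbp5* (-1.09), a chaperone of the glucocorticoid receptor, *Cdkn1a*, *Mt2* and the transcription factor *Foxo1* (-1.48). The 1 that rose, *Sult1a1* (0.41, adjusted p = 0.0356), was chosen after its values were seen, and its call ended without WT2, WT3, WT4, KO1, KO3, KO4 or KO5 (0.0539 to 0.102). The list had a median of -0.69 and a camera adjusted p of 7.66e-10, and adjusted p = 0.243 with an estimated correlation. Of 28 immediate-early genes, 11 fell, 1 rose and 16 did not pass (18 lower and 1 higher when adjusted over the list alone), with *Myc* (-0.96), *Maff* (-1.76), *Klf6* (-0.79) and *Fosl2* (-1.05) lower. *Jun*, the 1 that rose (0.64, adjusted p = 0.0101), was also chosen after its values were seen. That list had a median of -0.80 and a camera adjusted p of 9.07e-10, and adjusted p = 0.362 with an estimated correlation. Of 26 genes of the heat shock and unfolded protein response, 8 fell and 18 did not pass (15 lower when adjusted over the list alone), with the endoplasmic reticulum chaperones *Hsp90b1* (-0.48) and *Pdia4* (-0.70) and the heat shock protein *Dnajb4* (-0.68). Its median was -0.51, with a camera adjusted p of 5.26e-09, and adjusted p = 0.243 with an estimated correlation. KO1 had the lowest heat shock score, -1.30, against -0.318 to -0.257 in the other KO mice. Of 23 genes of oxidative stress and metallothioneins, 5 fell and 18 did not pass (5 lower when adjusted over the list alone), with *Mt1*, *Mt2* and the heme oxygenase *Hmox1* (-1.05). That list passed at a camera adjusted p of 0.0147 with a median of -0.05, lost its call without WT4 (0.0911), the WT mouse with the highest score (1.02), and had adjusted p = 0.538 with an estimated correlation.

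In the lists of muscle atrophy, apoptosis, hypoxia and the clock, most members did not pass. Of 28 genes of muscle atrophy and proteolysis, 5 fell and 23 did not pass (9 lower when adjusted over the list alone), with *Foxo1*, *Mt1* and *Mt2*. The metallothioneins bind metals and are not themselves proteolytic. The median was -0.14, with a camera adjusted p of 0.000444, and adjusted p = 0.457 with an estimated correlation. Of 30 apoptosis genes and p53 targets, 3 fell and 27 did not pass (4 lower and 1 higher when adjusted over the list alone). They included *Cdkn1a*, which halts the cell cycle, and *Bcl2l1* (-0.69), which protects from apoptosis and whose call ended without WT2, WT3 or WT4 (0.0531 to 0.0946) and in a robust fit (0.0528). The list had a median of -0.20 and a camera adjusted p of 0.0377, lost without WT4 (0.0752) or KO5 (0.0704), and adjusted p = 0.243 with an estimated correlation. Of 19 genes of the hypoxia response, 3 fell and 16 did not pass (5 lower when adjusted over the list alone), with the collagen prolyl hydroxylases *P4ha1* (-0.80) and *P4ha2* (-0.65). The list had a median of -0.09 and a camera adjusted p of 0.154, and adjusted p = 0.373 with an estimated correlation, passed with fry (0.0451), and its median turned positive without WT4 (0.0082). Of 19 circadian clock genes, *Nfil3* fell (-1.37, adjusted p = 0.00210), *Bhlhe41* rose (0.62, adjusted p = 0.0145) and 17 did not pass (1 lower and 4 higher when adjusted over the list alone). The clock list gave a camera adjusted p of 0.937 in the direction of higher genes, against a median of -0.04 and a mean of -0.02, and adjusted p = 0.991 with an estimated correlation, and its median turned positive without WT2 (0.04).

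Some genes of TGF-beta signalling and the extracellular matrix fell, and most did not pass. Of 36 genes of TGF-beta signalling, 10 fell and 26 did not pass (15 lower when adjusted over the list alone), with *Thbs1*, the matricellular gene *Ccn2* (-1.34) and the co-receptor *Eng* (-0.51). Its median was -0.21, with a camera adjusted p of 3.55e-09, and adjusted p = 0.185 with an estimated correlation. Of 33 genes of extracellular matrix and fibrosis, 7 fell and 26 did not pass (16 lower and 1 higher when adjusted over the list alone), with *Ccn2*, the collagen cross-linking enzyme *Lox* (-0.80), elastin *Eln* (-0.88) and the smooth muscle actin *Acta2* (-0.55). Its median was -0.29, with a camera adjusted p of 3.55e-09, and adjusted p = 0.281 with an estimated correlation.

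Lipid genes showed no shared direction. *Cebpd*, an adipogenic transcription factor, fell by 1.28 on the log2 scale (SE 0.23, adjusted p = 0.00910), from 55.0 ± 15.3 CPM in WT mice (SD, n = 4) to 22.6 ± 7.16 CPM in KO mice (SD, n = 5), a call lost in a robust fit (adjusted p = 0.0514). *Pparg*, the master regulator of adipocyte differentiation, differed by -0.46 (SE 0.19, adjusted p = 0.213) and passed without KO4 (-0.64, adjusted p = 0.0357). The beta-3 adrenergic receptor *Adrb3* differed by 0.77 (SE 0.59, adjusted p = 0.558), a difference of 1.59 without WT1 and 0.33 without KO4. *Acot11*, an acyl-CoA thioesterase, differed by 0.27 (SE 0.17, adjusted p = 0.451). The glucose enzyme *Hk2* differed by -0.05 (SE 0.08, adjusted p = 0.814), and by 0.0064 after the GC and length correction. The glucose transporter *Slc2a4* (GLUT4) differed by 0.11 (SE 0.07, adjusted p = 0.466). By PCR, the study found *Hk2* and *Slc2a4* RNA higher in KO quadriceps on this diet, and it also reported more GLUT4 protein. A rise did not pass here for either gene. Of these 6 genes, 1 passed, both over all genes and when adjusted over the list alone. The study's text chose *Cebpd* and *Pparg* as lower and *Adrb3* and *Acot11* as higher from these libraries. They and the lists that hold them are therefore not independent evidence. Of 25 genes of lipogenesis and triglyceride synthesis, *Cebpd* and *Elovl5* (-0.52), a fatty acid elongase, fell and 23 did not pass (2 lower when adjusted over the list alone). That list's median was 0.09, its mean -0.04, and its camera adjusted p 0.989 in the direction of higher genes (adjusted p = 0.991 with an estimated correlation), and without KO4 its median was -0.0086. Of 22 genes of lipolysis and lipid droplets, 2 fell, among them the droplet protein *Plin2* (-0.40), *G0s2* (1.08), an inhibitor of triglyceride lipase, rose and 19 did not pass, with the same counts when adjusted over the list alone. The call of *Plin2* ended without any 1 mouse other than KO4 (0.0581 to 0.132), and that of *G0s2* without WT2, WT3, WT4, KO1, KO2 or KO3 (0.0587 to 0.106), with voom (0.0643) and in a robust fit (0.112). The lipolysis list had a median of 0.03, a mean of -0.02 and a camera adjusted p of 0.663 in the direction of lower genes (adjusted p = 0.942 with an estimated correlation), and a median of -0.06 without WT2 or KO2 and -0.07 without KO4.

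Few mitochondrial and glucose genes passed. Of 32 genes of fatty acid oxidation, the coactivator *Ppargc1a* (-0.50, adjusted p = 0.0360) fell and 31 did not pass (1 lower when adjusted over the list alone). Its call ended without WT1, WT2, WT4, KO1, KO3 or KO4 (0.0554 to 0.138) and after the GC and length correction (0.0827). *Ppara*, a receptor that drives fatty acid oxidation genes, differed by -0.74 (adjusted p = 0.0579) and passed with DESeq2 (0.0137), with voom (0.0351), with no filter (0.0243) and without KO5 (-0.94, 0.00661). It also passed with a block for mouse number (-0.95, 0.00212), a setting that leaves out KO5 as well. That list had a median of -0.05 and a camera adjusted p of 0.192, passed without WT3 (0.0130) or KO2 (0.00201), and had adjusted p = 0.902 with an estimated correlation. Of 79 nuclear genes of oxidative phosphorylation, 0 passed by edgeR, DESeq2 or voom and 1 was higher at an unadjusted p under 0.05. The nuclear list had a median of 0.011 and a camera adjusted p of 0.462 (adjusted p = 0.986 with an estimated correlation). It passed without WT4 (median 0.05, 0.0414) or KO1 (0.0489) and had a negative median without WT1 (-0.012), WT3 (-0.0093) or KO2 (-0.03). *Atp5g2*, its member with the smallest p, differed by 0.32 (adjusted p = 0.271). By GSEA, with another gene set and another test, the study found positive enrichment of oxidative phosphorylation genes in these libraries. A rise of the nuclear list did not pass here with all mice. The 13 genes of the mitochondrial genome all had lower fitted values in KO mice, with a median of -0.10, *mt-Co2* at -0.32 (adjusted p = 0.372) and a camera adjusted p of 0.0821 that passed without WT3 (0.000826) or KO1 (0.00599) and was 0.837 with an estimated correlation. By edgeR, DESeq2 or voom 0 of the 13 passed, and 0 reached an unadjusted p under 0.05 by edgeR, but *mt-Co2* passed with a block for mouse number (-0.42, adjusted p = 0.0482). The same was true of the 16 genes of the tricarboxylic acid cycle, where *Cs* differed by 0.06 (adjusted p = 0.726), with a median of 0.015, -0.0052 without WT3 and -0.012 without KO2, and a camera adjusted p of 0.640 (adjusted p = 0.963 with an estimated correlation). Of 29 genes of glucose uptake and glycolysis, the phosphofructokinase *Pfkp* (-0.56) and *Tbc1d1* (-0.39), a regulator of glucose transporter traffic, fell, *Txnip* (0.43), an inhibitor of glucose uptake, rose and 26 did not pass, with the same counts when adjusted over the list alone. Those calls ended without WT4 (0.0537, 0.0592 and 0.153), for *Pfkp* and *Tbc1d1* also without WT3, for *Tbc1d1* and *Txnip* also without WT1, KO1, KO3 or KO4, and for *Txnip* also without WT2 (0.0508 to 0.112). That list had a median of 0.05, -0.0047 without KO2, and a camera adjusted p of 0.514 (adjusted p = 0.902 with an estimated correlation). Of 18 glycogen genes, 0 passed by edgeR or voom, 1 was higher with DESeq2, and 1 was higher and 1 lower at an unadjusted p under 0.05. Their median was 0.06, with a camera adjusted p of 0.514 (adjusted p = 0.837 with an estimated correlation).

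In insulin signalling, RNA of both insulin receptor substrates fell. Of 30 genes, 4 fell and 26 did not pass (6 lower when adjusted over the list alone), with *Irs1* (-0.82), *Irs2* (-1.87) and *Foxo1*. *Irs2* stood at 163.8 ± 50.5 CPM in WT mice (SD, n = 4) and 44.7 ± 24.9 CPM in KO mice (SD, n = 5), a call lost in a robust fit (0.0583). The list had a median of -0.05 and a camera adjusted p of 0.0377, lost without WT2 (0.0688), KO2 (0.0912) or KO4 (0.0582) and with upper-quartile scaling (0.0547), and adjusted p = 0.243 with an estimated correlation. Of 20 genes of the AMPK and LKB1 pathway, *Sesn1* (-1.07), a stress-induced activator of AMPK, fell and 19 did not pass (2 lower and 1 higher when adjusted over the list alone). The call of *Sesn1* ended without WT2, WT3, WT4, KO1 or KO3 (0.0541 to 0.0800) and in a robust fit (0.106). The AMPK list had a median of -0.04, 0.0032 without WT2, a mean of -0.06 and a camera adjusted p of 0.989 in the direction of higher genes (adjusted p = 0.991 with an estimated correlation).

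Some markers of macrophages, endothelial cells, tenocytes and Schwann cells fell, and most did not pass. Of 20 markers of macrophages and monocytes, 5 fell and 15 did not pass (8 lower when adjusted over the list alone), with *Cd14* (-1.38) and *Gpnmb* (-0.77, a call lost with a block for mouse number, 0.0680), and the list had a median of -0.40 and a camera adjusted p of 7.82e-05, with adjusted p = 0.389 with an estimated correlation. Of 15 endothelial markers, 4 fell and 11 did not pass (7 lower when adjusted over the list alone), with *Eng*, the VEGF receptor *Flt1* (-0.52) and *Ly6c1* (-0.57). Their median was -0.22, with a camera adjusted p of 0.000429, and adjusted p = 0.219 with an estimated correlation. Of 12 markers of tenocytes and the myotendinous junction, 2 fell and 10 did not pass (2 lower when adjusted over the list alone), with a median of -0.38, a camera adjusted p of 0.00204, and adjusted p = 0.389 with an estimated correlation. *Col12a1* (-0.66) was 1 of them, and its call ended without WT2, WT3, WT4, KO2 or KO4 (0.0564 to 0.104). Of 11 Schwann cell markers, the myelin protein *Pmp22* (-0.37) fell and 10 did not pass (1 lower when adjusted over the list alone), a call ended without WT2, WT3, WT4, KO1 or KO3 (0.0552 to 0.0957). The Schwann cell list had a median of -0.24 and a camera adjusted p of 0.0181, lost without WT2 (0.101) or KO2 (0.0942) and with a mean of at least 50 counts (0.0708), and adjusted p = 0.538 with an estimated correlation.

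Other cell type lists did not pass. Of 14 markers of smooth muscle and pericytes, 5 fell, with *Tagln* (-0.54) and *Acta2*, and 9 did not pass, the same as adjusted over the list alone. Their median was 0.02, turning negative without WT1 (-0.03), WT3 (-0.0017) or KO1 (-0.03), their mean -0.12, and their camera adjusted p 0.133 in the direction of lower genes (adjusted p = 0.538 with an estimated correlation). Of 16 markers of fibro-adipogenic progenitors, 2 fell and 14 did not pass (2 lower when adjusted over the list alone), with *Ly6a* (-0.46), whose call ended without WT1, WT3, WT4, KO1, KO3 or KO5 (0.0637 to 0.169), with voom (0.0542) and with 2 other scalings. The list had a median of -0.13 and a camera adjusted p of 0.0945, passed without WT2 (0.00467) or KO4 (0.0184), and had adjusted p = 0.832 with an estimated correlation. Of 10 satellite cell markers, *Fgfr4* rose, *Sdc4* (-1.19) and *Myf5* (-0.78) fell and 7 did not pass, the same as adjusted over the list alone. The calls of *Myf5* and *Fgfr4* ended without WT2 (0.0646 and 0.0584) or WT4 (0.0978 and 0.0666), that of *Myf5* also without WT3, KO1 or KO3 (0.0507 to 0.0664) and with DESeq2 (0.0794). The satellite cell list had a median of -0.10 and a camera adjusted p of 0.185 (adjusted p = 0.389 with an estimated correlation), and passed with fry (0.00799). Of 17 adipocyte markers, 0 passed by edgeR, DESeq2 or voom and 1 was higher at an unadjusted p under 0.05, with a median of 0.0081 (-0.04 without WT2 and -0.12 without KO4) and a camera adjusted p of 0.243 (adjusted p = 0.902 with an estimated correlation). The adipocyte list passed as higher without WT1 (median 0.26, 0.0125) or KO1 (0.0245). Of 8 brown adipocyte markers, *Ebf2* (0.88) rose, *Ppargc1a* fell and 6 did not pass, the same as adjusted over the list alone. The call of *Ebf2* ended without WT2, WT3 or WT4 (0.0527 to 0.0638) and that of *Ppargc1a* without WT1, WT2, WT4, KO1, KO3 or KO4. The brown adipocyte list had a median of -0.05, 0.06 without WT1 and 0.0098 without KO1, and a camera adjusted p of 0.875 (adjusted p = 0.980 with an estimated correlation). Of 7 mast cell markers, *Tph1* fell and 6 did not pass (2 lower when adjusted over the list alone), with a median of 0.09 (-0.02 without KO5), a mean of -0.16 and a camera adjusted p of 0.937 in the direction of lower genes (adjusted p = 0.991 with an estimated correlation). Of 7 red blood cell genes, 0 passed by any of the 3 tools or reached an unadjusted p under 0.05. *Hbb-bs* differed by 0.47 (SE 0.42, adjusted p = 0.635), and the list had a median of 0.44 and a camera adjusted p of 0.462 that passed without KO3 (0.0335) and was 0.902 with an estimated correlation. Only 3 neutrophil markers and 3 markers of T, B and NK cells could be tested, with medians of -1.15 and 0.0089, and with no filter on low counts the neutrophil list had enough members for camera and passed as lower. Over all genes 0 of these 6 passed by edgeR or voom, DESeq2 called 1 neutrophil marker lower, and 3 neutrophil markers were lower both at an unadjusted p under 0.05 and when adjusted over the list alone.

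No fibre type gene passed. Of 15 slow fibre genes, 0 passed by edgeR, DESeq2 or voom and 2 were lower at an unadjusted p under 0.05, with *Atp2a2* at -0.46 (adjusted p = 0.110; -0.59, adjusted p = 0.0289 without KO1). That list had a median of -0.14, 0.0085 without KO4 and 0.03 without KO5, and a camera adjusted p of 0.154 that passed without WT3 (0.00628) or KO1 (0.0187) and was 0.851 with an estimated correlation. Of 16 fast fibre genes, 0 passed by any of the 3 tools and 1 was lower at an unadjusted p under 0.05, with *Myh4* at 0.13 (adjusted p = 0.568) and *Myl1* at -0.20 (adjusted p = 0.239). Their median was 0.06, -0.0076 without WT1, and their camera adjusted p 0.229 (adjusted p = 0.894 with an estimated correlation). Of 18 genes of myogenesis, regeneration and denervation, *Myf5* fell and 17 did not pass (2 lower when adjusted over the list alone). Their median was -0.09, turning positive without WT2 (0.09) or KO4 (0.05), and their camera adjusted p 0.640 (adjusted p = 0.837 with an estimated correlation). As checks of sex and strain, 4 sex-linked transcripts and 15 genes near *Tph1* were tested, and 0 passed by edgeR, DESeq2 or voom, with 1 and 4 at an unadjusted p under 0.05.

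**Figure D4:**
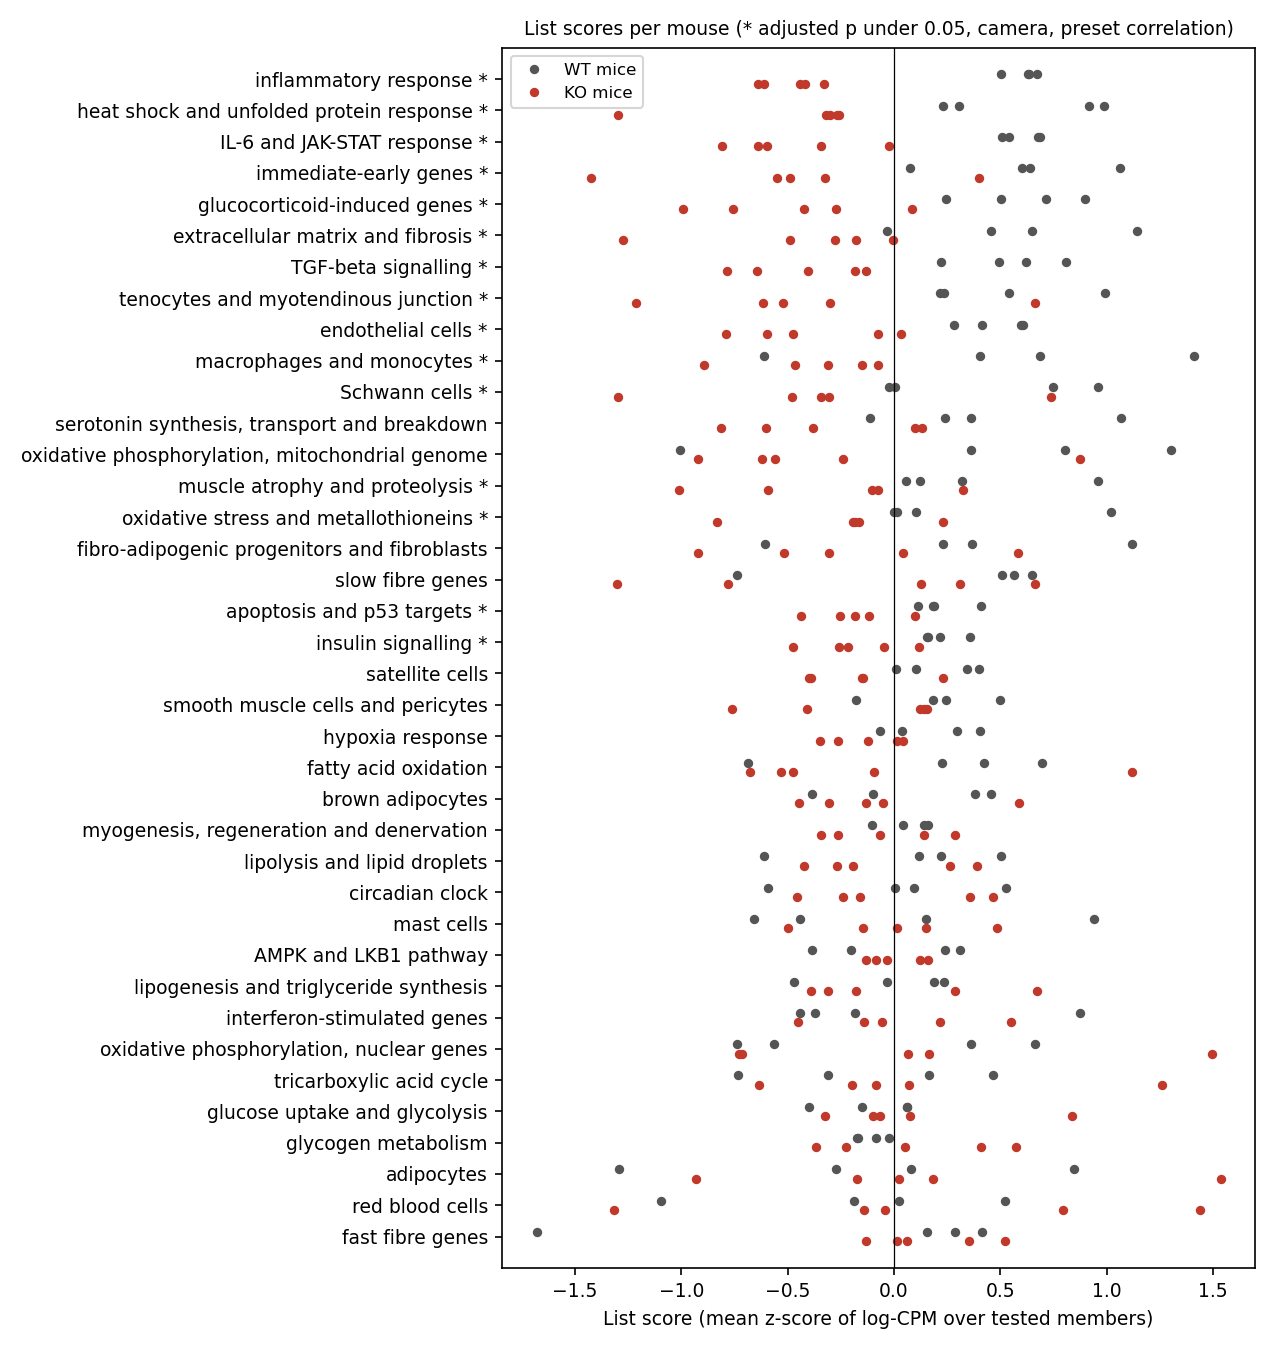
List score (mean z-score of log-CPM over tested members) of 38 gene lists in each WT mouse (grey) and KO mouse (red), with an asterisk for lists past a camera adjusted p of 0.05. For the inflammatory response the WT mean was 0.610 and the KO mean -0.488.

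In all, 15 of the 38 lists passed camera, and each of the 15 was lower in KO mice. With fry 12 lists passed, all 12 lower and 9 of them among the 15. Fry did not pass the immediate-early (0.0507), macrophage (0.101), muscle atrophy (0.0855), oxidative stress (0.104), Schwann cell (0.213) and tenocyte (0.101) lists, and added the serotonin synthesis, hypoxia and satellite cell lists. In the exact permutation test of scores per mouse 0 passed, with 11 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0670. The inflammatory, IL-6 and JAK-STAT, TGF-beta and heat shock lists reached the smallest p that test can give, 0.0079. After adjustment over 38 lists, a list could pass only if many lists reached so small a p together. The permutation result is thus no evidence against the lists that reached it. That does not cover lists that passed camera but had an unadjusted permutation p over 0.05. These were muscle atrophy (0.0873), macrophages (0.0714), oxidative stress (0.111), Schwann cells (0.111) and tenocytes (0.0556). Of 100 splits of the 9 mice, 22 gave 15 or more passing lists, so the number of lists from the preset correlation is not beyond chance. The lists together held 758 tested genes, of which 111 changed.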

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

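The check of each mouse against the others of its genotype was fixed in advance, while the test of transcripts outside the gene sums was chosen only after the gene results were seen. In each group the gap between the outermost mouse and its nearest neighbour was divided by the whole range of the group, for the named genes, list scores and library measures. In 16 of 284 groups (5.63%) this ratio passed the 95% critical value for 4 or 5 mice, about the 1 in 20 that chance gives. KO1 was the mouse in 7 of them, WT1 in 3 and WT4 in 2.

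KO1 stood apart in its library and in 4 biological measures. Its share of counts from the mitochondrial genome was 30.4% against 26.4% to 27.4% in the other KO mice (ratio 0.755), its share from the 10 most abundant genes 35.6% against 33.1% to 33.7% (0.758), and its share from unmatched transcripts 0.586% against 0.651% to 0.669% (0.777). It had the lowest heat shock score of the KO mice (0.941), the lowest *Nfil3* (0.762) and *Tagln* (0.759), and the highest *Aplnr* (0.736). The WT ranges of the first 2 shares, 26.2% to 31.2% and 33.0% to 35.6%, take in the mitochondrial share of KO1 and nearly reach its share from the most abundant genes. Without KO1 the *Aplnr* call ended (adjusted p = 0.0597), whereas *Nfil3* and *Tagln* kept theirs without each mouse.

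In the other genotype, WT1 was the lowest for *Tagln* (0.922), the highest for *Ebf2* (0.986) and the lowest for the fast fibre score (0.877). Without WT1 the median of the fast fibre list turned from 0.06 to -0.0076. WT4 was the highest for *Bcl2l1* (0.857) and for the oxidative stress score (0.900), and without it the *Bcl2l1* gene and the oxidative stress list lost their calls (adjusted p = 0.0946 and 0.0911). WT3 was the lowest for the slow fibre score (0.896), and without it that list passed (0.00628). Among KO mice, KO5 was the highest for *Tgm2* (0.824), KO3 the lowest for *Mrc1* (0.758) and KO2 the lowest for *Htr7* (0.810), where it had an estimated 4 counts. No batch or handling difference is given in the labels for any of these mice, so neither a technical nor a biological explanation was tested.

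Transcripts without a gene in the annotation enter no gene sum. DESeq2 called 5 of them, led by ENSMUST00000230348 (-1.14, adjusted p = 0.000473) and ENSMUST00000216106 (1.10, adjusted p = 0.000494), while edgeR called 0 of 345 tested, with 30 at an unadjusted p under 0.05. Of the 5, 4 had the same estimated count in every mouse as a matched transcript (ENSMUST00000204702 and ENSMUST00000212898 for those named). Their changes are thus also those of transcripts inside the gene sums. As kallisto shares reads between near-identical sequences, those sums may lack the reads given to the unmatched copies. The exception was ENSMUST00000216743 (-1.13, adjusted p = 0.00129), whose gene was not examined.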

How the results depend on the processing

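The GC and length correction, the run without mitochondrial genes and the transcript tests were chosen only after the data were seen, as was the sign of the median as a list's direction. *Tph1* kept its direction and its call in every setting that tested it, from -1.58 to -1.11 without each mouse in turn; with a mean of at least 50 counts it was not tested. The count of changed genes ran from 530 with library size alone to 800 with DESeq2 over the other tools, scalings, filters and fits, from 328 (WT4) to 744 (KO5) without each mouse in turn, and fell to 137 with an absolute log2 change over 1 and to 51 with edgeR on transcripts (545 with DESeq2). Fewer mice or more features tested are part of those settings; for other losses the cause was not tested. Of 80 other named genes that were called, 55 kept their call without each mouse. Both without each mouse and in every tool, scaling, filter and fit that tested them, 52 kept it, the threshold on the size of the change aside. Of the 80, 0 changed direction. A block for mouse number ended 10 of these calls, *Slc15a2*, *Akap5*, *Adora1*, *C1qtnf2*, *Txnip*, *Gpnmb*, *Col12a1*, *Myf5*, *Ly6a* and *Irf9* (adjusted p = 0.0528 to 0.0875), and gained *Ppara* (-0.95, 0.00212) and *mt-Co2* (-0.42, 0.0482), while library size alone ended 7, *Tgm2*, *Tbc1d1*, *Plin2*, *Ppargc1a*, *Ly6a*, *Irf9* and *Sult1a1* (0.0508 to 0.0835). The block also leaves out KO5. Without KO5 and with no block, *Ppara* passed too (-0.94, 0.00661), and *Ly6a* and *Irf9* lost their calls (0.0637 and 0.0517). Of the 6 genes in the study's text, 0 passed in the robust fit and 1 (without WT1) to 2 (without KO4) without each mouse. Lists past the threshold numbered 14 to 19 with the preset correlation, 12 with fry, 1 with an estimated correlation and 0 by permutation, and 0 of the 15 passing lists changed the sign of its median. Signs that changed were all of genes or lists without a call, and the cause was not tested. They were *Hk2* (0.0064 after the GC and length correction), *Htr7* (0.016 with upper-quartile scaling, 0.0013 with library size alone, 0.011 after the correction), the hypoxia and myogenesis lists (0.025 and 0.058 with a mean of at least 50 counts) and the mast cell and smooth muscle lists (-0.010 and -0.00052 with a block for mouse number). Without each mouse in turn the values ran as follows: *Htr7* -0.18 (WT4) to 0.28 (WT1), *Mrc1* -0.35 (WT2) to 0.011 (WT1), *Csf1r* -0.22 (WT2) to 0.18 (WT1), glucose uptake -0.0047 (KO2) to 0.076 (KO1), lipogenesis -0.0086 (KO4) to 0.11 (WT1), lipolysis -0.065 (KO4) to 0.070 (KO3), nuclear oxidative phosphorylation -0.032 (KO2) to 0.048 (WT4), tricarboxylic acid cycle -0.012 (KO2) to 0.039 (WT2), AMPK -0.067 (WT1) to 0.0032 (WT2), hypoxia -0.17 (KO2) to 0.0082 (WT4), clock -0.10 (KO5) to 0.035 (WT2), slow fibre -0.30 (KO1) to 0.025 (KO5), fast fibre -0.0076 (WT1) to 0.10 (WT4), myogenesis -0.13 (KO1) to 0.092 (WT2), adipocytes -0.12 (KO4) to 0.26 (WT1), brown adipocytes -0.14 (KO2) to 0.059 (WT1), mast cells -0.023 (KO5) to 0.24 (WT1) and smooth muscle -0.031 (WT1) to 0.055 (KO2). Depth limits the serotonin receptors most, with 1 of 14 tested.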

Other observations

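The tests of macrophages, time of day, moved isoform counts and the place of Cre were chosen only after the results were seen, while the tests of splits, scaling and GC content were fixed beforehand.

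Of 100 splits of the 9 mice into 4 and 5, drawn at random and with the real one included, 1 gave 668 or more changed genes, the real one, and the highest other split gave 6. A random grouping of these mice is thus unlikely to give that number of changed genes. If the genotypes differ, splits that mix them have a wider spread within groups and fewer calls. The other splits are therefore not a clean measure of chance. For the lists, 22 of the 100 splits gave 15 or more past the threshold and the highest other split gave 18, so chance cannot be excluded for their number with the preset correlation. Splits that keep most mice of 1 genotype together still carry part of a genotype difference. For the lists, too, the splits are therefore not a clean measure of chance.

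Of 103 tested members of the cytokine, inflammatory, glucocorticoid and immediate-early lists, 40 were called lower (median -1.24) and 2 higher. Fewer macrophages in KO muscle stay open as a cause: the 20 macrophage and monocyte markers, 1 of them also on those lists, had a median of -0.40 (SD 0.36), and as many members as were called, chosen in 4 mice and measured in the other 5, lay 0.603 below them (median of 60 halvings, 0.193 to 1.19), by more than the SD of the markers in 51 of the 60. All members had a median of -0.62, and *Lyz2*, *Mrc1*, *Csf1r* and *C1qa*, the most abundant of the markers, chosen after their values were seen, differed by -0.33, -0.20, -0.09 and -0.32 (*Mrc1* 0.011 and *Csf1r* 0.18 without WT1). A different time of day at collection stays open: a contrast of 8 clock genes against 4 others, chosen after *Nfil3* was seen, was higher in KO mice by 0.833 (SE 0.28, exact permutation p = 0.024), with 4 of 5 KO mice above all WT mice, but by 0.51 (exact permutation p = 0.11) without *Nfil3*. Stress or handling before collection and feeding state also stay open beside a response of muscle to the deletion of *Tph1*. So do neutrophils, with 3 tested markers, a median of -1.15 and a list that passed as lower with no filter on low counts. The labels record none of these, and genotype cannot be separated here from a difference in collection. The study also reported lower body weight and better insulin sensitivity in such KO mice on this diet. Those differences, and the lower long isoform of *Myl1* described below, go with genotype and cannot be separated from it either.

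More of the changed genes were lower (83.2%) than higher. Scaling between libraries is argued against as the whole cause, since the lowest share of lower genes over 4 other scalings was 76.2%, with upper-quartile factors. GC content or transcript length bias is argued against in the same way, with 72.1% lower after the correction, although that correction raised the higher genes from 112 to 197. Lower RNA for stress and cytokine genes in KO mice may contribute, and no test here separates it from the open explanations above.

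Of 545 transcripts called by DESeq2, 155 belonged to genes that were tested and not called, and 14 of the 136 with enough counts (10.3%) were under 1 count in at least 1 mouse of the higher genotype, a share between the bounds set for either reading (0 of 8 with edgeR, too few to decide), so counts moved between isoforms during estimation cannot be told apart from true isoform changes. The long isoform of *Myl1* (ENSMUST00000027151) stood at 1258 ± 39.2 CPM in WT mice (SD, n = 4) and 679 ± 68.9 CPM in KO mice (SD, n = 5), a change of -0.889 (interval -1.04 to -0.73, edgeR adjusted p = 0.0203) with 5 of 5 KO mice below all WT mice. Intervals here are 2 SE on each side. Of the other *Myl1* isoforms, the short one (ENSMUST00000119429) differed by -0.09 (SE 0.09), others from the upstream promoter by -0.86 (ENSMUST00000160100, interval -1.32 to -0.41) and -0.43 (ENSMUST00000151328, interval -0.92 to 0.06), an internal one (ENSMUST00000186346) by -0.61 (interval -0.74 to -0.47, adjusted p = 0.0297), and one from the downstream promoter (ENSMUST00000150542) by 0.65 (edgeR adjusted p = 0.230, DESeq2 0.0185). ENSMUST00000120415 and ENSMUST00000186202, at 4.20 and 3.37 CPM in WT mice, differed by -0.50 (interval -0.98 to -0.02) and -0.47 (interval -1.03 to 0.09). The change of the long isoform is about the loss of 1 of 2 alleles and may reflect Cre placed in the *Myl1* gene, a reading that the labels' myosin light chain promoter allows and the study's skeletal actin line does not, but the isoforms that moved by less or the other way leave moved counts open for this gene too. Among 10 tested neighbours of *Myl1*, 1 was called, *Lancl1* (-0.48, adjusted p = 0.00358, chosen after its values were seen), against 5.04% of all genes.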
